A study of Homo sapiens with 8 samples. Its data were reported in "Functional genomics uncovers the transcription factor BNC2 as required for myofibroblastic activation in fibrosis" (2022).

How the data were processed

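Total RNA of LX2 cells transfected with siCTRL or siBNC2 was hybridised to Affymetrix HTA 2.0 arrays, 4 per group. The authors processed the arrays with Affymetrix Power Tools run within the GIANT tool set (GC correction, intensity scaling and robust multi-array averaging), and deposited values on the log2 scale, with 1 value per array and probe set or transcript cluster. The version of each of these tools is not printed here. The study describes the arrays as biologically independent experiments. Groups and replicate numbers were taken from the sample titles.

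The deposited table held 70523 rows, of which 67528 were transcript clusters. In the platform annotation given for the array, 23781 rows had a single gene symbol, 1543 had several and 45199 had none. Rows with a single symbol were used, and symbols were updated through Entrez gene identifiers to those of the RefSeq annotation of GRCh38.p14. Rows of the same gene in the deposited table were averaged, which gave 22465 genes (479 on more than 1 row), of which 17082 were protein coding. The study also averaged per gene, but from its own probe set values and annotation, so the gene values here need not equal those it tested. No filter on dim genes was applied. Signal over background was not given in the sources used here, so dim genes could not be told from absent ones. Genes without a row of their own, such as COL3A1 and LAMA5, were not analysed here. No coordinates are given, because the genome build of the array is not given in the sources used here.

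siBNC2 and siCTRL were compared for each gene with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the siRNA group as the only term, two-sided, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. All signed differences are siBNC2 minus siCTRL on the log2 scale. Gene lists were tested by preranked GSEA on the difference of group means (fgsea 1.28.0, 10000 gene permutations), with adjustment over 32 lists. This test permutes genes and not arrays, and so takes no account of genes that vary together. Camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were run as alternatives. The fry p-values used here test whether a list shifted up or down in itself. GSEA and camera test whether it moved against other genes, so fry does not decide a GSEA call. With the preset correlation 7 lists passed (matrisome, collagens, YAP targets, ER stress, G1/S, and endothelial and epithelial markers), and with the estimated correlation 0 lists did.

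The lists were collagens, ECM glycoproteins, proteoglycans, ECM regulators, their union (the matrisome list), ECM receptors, MF identity genes and their transcription factors, genes the study followed by RT-qPCR, TGFβ targets, TGFβ and SMAD components, YAP targets, contractile genes, quiescent stellate cell markers, G1/S and mitotic genes, interferon-stimulated genes, NF-κB targets and cytokines, cholesterol genes, fatty acid and lipid droplet genes, ER stress genes, genes for collagen secretion, p53 targets, hypoxia and glycolysis genes, respiratory chain subunits, ribosomal proteins, histones, immediate early genes, and markers of hepatocytes, endothelial cells, macrophages and epithelial cells. Apart from the MF identity genes, their transcription factors and the genes followed by RT-qPCR, which were taken from the study, the lists were compiled for this work from known gene families and pathways. The ECM lists hold fewer genes than the sets used in the study and do not stand for them.

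The rule named BNC2 and BNC1, up to 10 genes per direction with an adjusted p under 0.05, non-overlapping groups and a higher mean above the median of all genes (no gene met this), the genes the study followed by RT-qPCR, up to 4 members of each discussed list with the smallest p, and up to 2 well-known members. Other named genes were chosen after their values were seen.

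The lists, the tests, the rule for named genes and a first group of alternatives were fixed before the data were examined. These alternatives were the replicate number as a block, quantile normalization, centring of each array on its median, only genes above the median level, the brightest row per gene, eBayes with trend and robust, array weights, leaving out each array in turn, other thresholds (0.01, 0.1 and a log2 difference of at least 0.5), and ranking by moderated t. Added after seeing the data were the array set as a term in the model, each array set alone, cyclic loess between arrays, protein-coding genes only, and camera with an estimated correlation or fry with the array set in the design. Medians of lists were also set against those of 10000 random lists of genes with the same mean level. All 35 splits of the 8 arrays into 4 and 4, and the 18 splits that keep the array sets balanced, were fitted in the same way.

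The steps were tested on simulated data for the 22465 genes, drawn from the fitted means, array set differences and residual spread, with 200 genes changed. With the siRNA group as the only term, limma recovered 72% and 82% of genes changed by 1 and -1 on the log2 scale, and 38% and 24% of those changed by 0.5 and -0.5. With the array set in the model it recovered 86% and 90%, and 48% and 44%. Of 22225 unchanged genes, the fit with the siRNA group only called 2 and the fit with the array set called 10, so some genes called with the array set may be false. A simulated list of 40 genes raised by 0.3 passed GSEA (adjusted p = 0.00601), and 0 of 31 random lists did. The simulated genes varied independently, while the estimated correlation in the measured lists reached values such as 0.51 (histones). The simulation therefore cannot show how often lists of genes that vary together pass by chance. The shift of 0.3 was also larger in size than the median of the matrisome list (-0.08).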

Results

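Gene expression was measured in LX2 cells, an immortalised line of human hepatic stellate cells with myofibroblast (MF)-like traits, 48 h after transfection with 20 nM of a siRNA directed against BNC2 (siBNC2) or of a non-targeting control siRNA (siCTRL). BNC2 (basonuclin 2) encodes a zinc finger transcription factor that the study places in the regulatory program of MFs, the cells that deposit extracellular matrix (ECM) in fibrosis. The series held 4 siCTRL and 4 siBNC2 arrays, and their number limits the precision of each value. Values were log2 signals of HTA 2.0 arrays, and 22465 genes were tested. Over these genes the median log2 value lay between 5.71 (siBNC2 replicate 4) and 5.81 (siCTRL replicate 1). No array was a copy of another.

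The first comparison asked whether the targeted transcript was lower in the cells that received siBNC2. BNC2 (transcript cluster TC09000928.hg.1) had a mean log2 value of 7.94 ± 0.30 (SD, n = 4) in siCTRL cells and of 7.23 ± 0.42 (SD, n = 4) in siBNC2 cells, which left 61.2% of the control signal. Each of the 4 siBNC2 values (7.54, 6.997, 7.63 and 6.76 for replicates 1 to 4) lay below each of the 4 siCTRL values (7.96, 8.35, 7.74 and 7.71). The two-sided exact permutation test of this difference gave p = 0.0286, the smallest that 4 arrays against 4 allow. With limma over all genes, the log2 difference was -0.71 (SE 0.22, adjusted p = 0.447), so the difference did not pass the correction. BNC1, the paralog of BNC2, was higher in every siBNC2 array than in any siCTRL array, with a log2 difference of 0.44 (SE 0.12, adjusted p = 0.392).

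**Figure D1:**
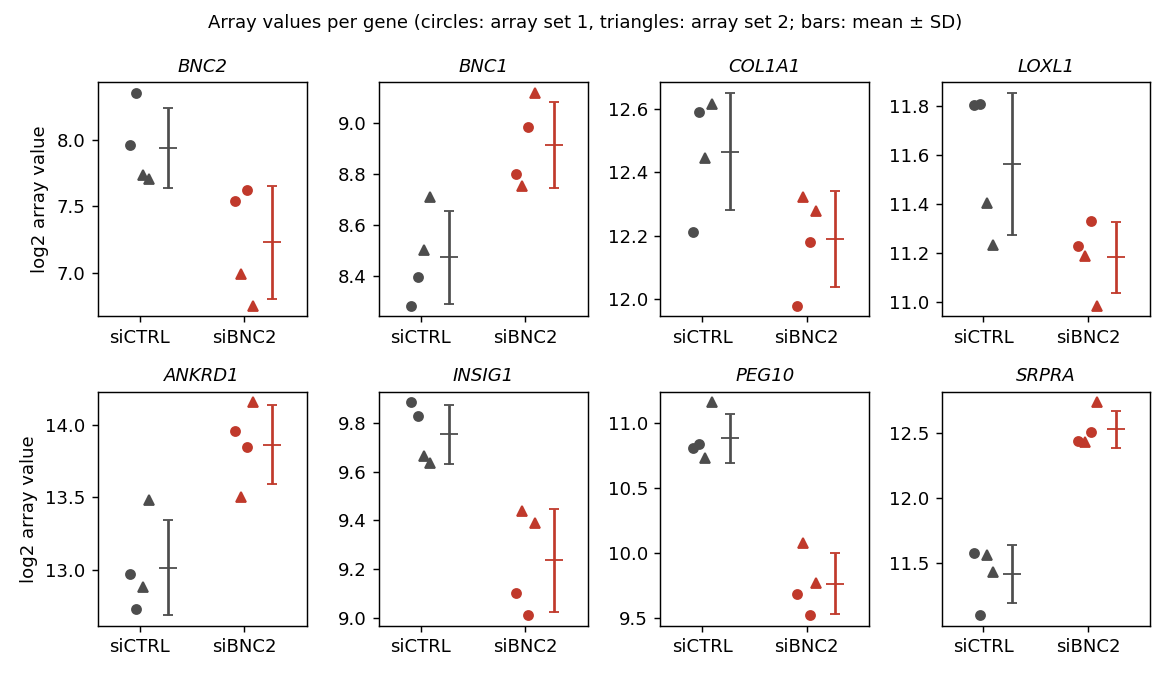
Log2 array values (vertical axes) of 8 genes in siCTRL (grey) and siBNC2 (red) cells; each point is an array, circles and triangles mark array sets 1 and 2 described in the text, and bars give the mean ± SD of 4 arrays. BNC2 values lay between 6.76 and 7.63 in siBNC2 cells and between 7.71 and 8.35 in siCTRL cells.

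The second comparison asked which genes differed between siBNC2 and siCTRL cells. The genes with the smallest p were higher SRPRA, PPP2R1B, STYK1 and CPED1 and lower PEG10 and CHIC1. These 6 genes were chosen after their values were seen. SRPRA, a subunit of the receptor for the signal recognition particle, had a log2 difference of 1.12 (SE 0.12), and PPP2R1B, a scaffold subunit of protein phosphatase 2A, of 1.07 (SE 0.11). PEG10, a retrotransposon-derived imprinted gene, had a log2 difference of -1.12 (SE 0.14), and CHIC1 of -0.78 (SE 0.08). In each of the 6 genes, the siBNC2 and siCTRL values did not overlap.

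With limma and Benjamini-Hochberg adjustment, 0 genes passed an adjusted p of 0.05, 6 passed 0.1 (4 higher and 2 lower), and 2155 had an unadjusted p under 0.05 (925 higher and 1230 lower), against 1123 expected by chance. That number does not set the siRNA groups apart, since 5 of the 35 ways to split the arrays into 4 and 4, the real one included, gave as many, with up to 5291 in another split. It was 1365 without siBNC2 replicate 1, 1414 without siBNC2 replicate 3, 4941 with array weights, 969 among genes above the median level, and 4335 and 598 within array sets 1 and 2 described below. The 2 groups did not overlap in 551 genes with higher and 916 genes with lower values in siBNC2 cells, together 6.53% of genes, where chance gives 2.86%. The arrays also fell into 2 sets that cut across the siRNA groups. Set 1 held siCTRL replicates 1 and 2 and siBNC2 replicates 1 and 3, and set 2 held the other arrays. The labels do not give these sets. They were read from the values of these arrays, so fits with the array set use a term drawn from the data they test. The first principal component, with 57.2% of the variance of genes above the median level, separated these sets. The second, with 19.99%, divided set 2. On it, siCTRL replicate 3 (16.99) and siBNC2 replicate 2 (12.78) lay apart from siCTRL replicate 4 (-23.38) and siBNC2 replicate 4 (-15.51). Set 2 was thus not uniform. The third component, with 11.7%, separated siBNC2 from siCTRL. With the array set in the limma model, an alternative chosen after seeing the data, 11 genes passed an adjusted p of 0.05 and 3377 had an unadjusted p under 0.05, against up to 4774 in another split balanced within the sets. The 7 higher genes were SRPRA, PPP2R1B, STYK1, TAPT1, TRAM2, RCC2 and WDFY2, and the 4 lower genes were PEG10, CHIC1, LYPLA1 and LXN. The BNC2 difference was -0.57 in set 1 and -0.85 in set 2, and its adjusted p was 0.0789 in that model.

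**Figure D2:**
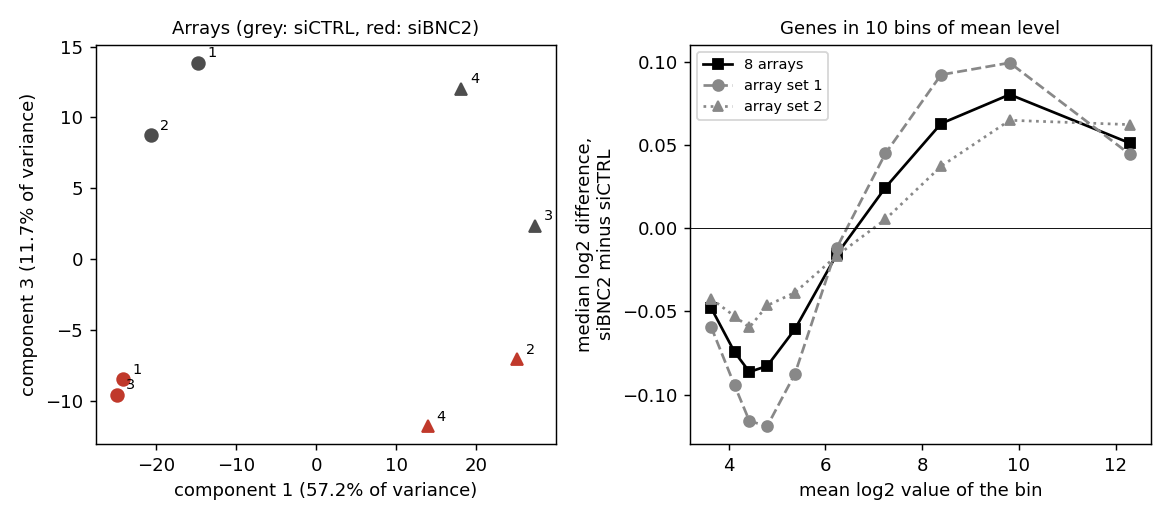
Left, the 8 arrays on principal components 1 (horizontal) and 3 (vertical) of log2 values, labelled by replicate, with circles for set 1 and triangles for set 2; component 1 separates the sets and component 3 the siRNA groups. Right, the median log2 difference between siBNC2 and siCTRL in 10 equal bins of genes ordered by mean log2 value (horizontal axis), from -0.09 in bin 3 to 0.08 in bin 9.

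The third comparison asked whether ECM genes, the main output of MFs, were lower after BNC2 silencing. The ECM lists were compiled here and are shorter than the sets of the study, so their scores do not test those sets. The matrisome list named 235 genes and the ECM regulator list 86, of which 81 were measured. Of the 221 measured genes of the matrisome list, 157 had a lower and 64 a higher mean in siBNC2 cells, with a median log2 difference of -0.08. Among collagen chains, 34 of 41 had a lower mean (median -0.09). This median lay at percentile 6.82 of random lists matched on mean level, whose own median was -0.055. COL1A1, a chain of type I collagen, had a log2 difference of -0.28 (SE 0.11, adjusted p = 0.502 with limma), and LOXL1, an enzyme that cross-links elastic fibres and collagen, of -0.38 (SE 0.15, adjusted p = 0.491). COL1A2 had a log2 difference of -0.28 (-0.57 in array set 1 and 0.01 in set 2), COL5A1 of -0.15 and COL5A2 of -0.09, while the integrin chain ITGA1 stood at 0.05. COL3A1 and LAMA5 were not analysed here.

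In preranked gene set enrichment analysis (GSEA), the matrisome list fell, with a normalized enrichment score (NES) of -1.48 and an adjusted p of 0.0115 (adjusted p = 0.862 with an estimated correlation). The collagen list did not pass (NES -1.47, adjusted p = 0.0885, and adjusted p = 0.862 with an estimated correlation). In fry, which tests for a shift of the list up or down and not against other genes, its adjusted p was 0.401. ECM glycoproteins (NES -1.47, adjusted p = 0.0631), proteoglycans (NES -0.68, adjusted p = 0.929) and ECM regulators (NES -1.16, adjusted p = 0.261) did not pass GSEA either. No matrisome gene passed over all genes, and none passed adjusted over the list alone. COL2A1 (log2 difference -0.22), COL1A1 and COL11A1 (-0.14) had the smallest p among collagens, the glycoprotein genes SRPX2 and CCN5 stood at -0.36 and -0.20, and the protease genes HTRA1 and ADAM17 at -0.28 and 0.23. The means of COL2A1, COL11A1 and CCN5 lay below 5.754, the median level of all genes, so these genes could not be told from absent ones. FN1, which encodes fibronectin, stood at -0.07 and the cross-linking enzyme LOX at -0.01. ECM receptors (NES -1.04, adjusted p = 0.439) did not pass, and the list of ECM genes that the study followed by RT-qPCR, with 5 of 6 measured members lower, gave an NES of -1.53 (adjusted p = 0.0885). This RT-qPCR list passed with quantile normalization (NES -1.78), among genes above the median level (-1.72), and without siCTRL replicate 1 (-1.61) or siBNC2 replicate 2 (-1.60). It did not pass without any other array, or in camera with an estimated correlation (adjusted p = 0.862). The study presents these genes as a selected set, after its array tests, without a stated rule of selection. The RT-qPCR list may thus not be independent of these arrays. The matrisome call ended with centring of each array on its median (NES -1.23), without siCTRL replicate 3 (NES -1.12) or 4 (-1.06) and without siBNC2 replicate 1 (-0.87) or 3 (-0.96). Within array set 1 the NES was -1.80 and within set 2, where the list did not pass, it was 0.83. The median log2 difference was -0.10 in set 1 and -0.05 in set 2.

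Markers of other liver cell types also mostly had lower means. The mean was lower in siBNC2 cells for 13 of 13 epithelial markers (NES -1.66, adjusted p = 0.0608), 14 of 15 endothelial markers (NES -1.62, adjusted p = 0.0698), 14 of 18 hepatocyte markers (NES -1.47, adjusted p = 0.125) and 16 of 18 macrophage markers (NES -1.45, adjusted p = 0.129). In camera with a preset correlation, epithelial (adjusted p = 0.0135) and endothelial markers (adjusted p = 0.0225) passed, as did the matrisome list (adjusted p = 0.0225) and the collagen list (adjusted p = 0.00517). With an estimated correlation none of the 4 passed (adjusted p = 0.657 for epithelial markers and 0.862 for the other 3). In fry with the array set in the model, chosen after seeing the data, the epithelial list passed (adjusted p = 0.00496; adjusted p = 0.574 in camera with an estimated correlation and the array set) and the matrisome list did not (adjusted p = 0.132). The keratin gene KRT8, an epithelial marker, passed adjusted over the list alone (adjusted p = 0.0232), with a log2 difference of -0.68 (SE 0.15). This value is the mean of 2 transcript clusters, TC08000415.hg.1 and TC12001539.hg.1, whose own values are not given here. GRHL2, a dim gene with means of 4.44 in siCTRL and 4.26 in siBNC2 cells, stood at -0.18. Over all genes, the median log2 difference moved with the level of expression, from -0.09 in bin 3 to 0.08 in bin 9 of 10 equal bins of genes ordered by mean value. Among random lists matched on mean level, the list medians lay at percentiles 2.24 (epithelial), 5.02 (endothelial), 7.8 (hepatocyte) and 46.3 (macrophage). The macrophage median was -0.079 against -0.076 for the random lists, so genes of this level were lower to a like extent.

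The fourth comparison asked whether genes that mark MF identity moved with BNC2. This list came from the study's histone mark analysis of primary cells and was not chosen on these samples. Of 120 measured genes, 61 had a higher and 59 a lower mean in siBNC2 cells (NES 1.22, adjusted p = 0.181), and 0 passed over all genes. Adjusted over the list alone, 2 genes passed. SLC38A2, a neutral amino acid transporter gene, fell by 0.45 (SE 0.08, adjusted p = 0.0419), and TRAM2, which takes part in collagen synthesis at the endoplasmic reticulum (ER), rose by 0.64 (SE 0.13, adjusted p = 0.0476). ATP8B1, a phospholipid flippase gene, stood at 0.40. The transcription factors of the list, with 12 of 21 members lower, gave an NES of -1.53 (adjusted p = 0.0916). The study counts BNC2 itself among these factors, so this score can reflect the fall of the silenced gene. The median log2 difference of the factors was -0.004, at percentile 56.0 of random lists matched on mean level. With limma, 1 lower member had an unadjusted p under 0.05. The MF identity score had no stable sign. It passed upward without siCTRL replicate 4 (NES 1.63) or siBNC2 replicate 1 (NES 1.596) and when ranked by moderated t (NES 1.42), and passed downward without siBNC2 replicate 4 (NES -1.42) and with cyclic loess (NES -1.38). It turned without passing with quantile normalization (NES -1.28) and among genes above the median level (NES -1.26).

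The last comparison covered the other fixed lists. YAP target genes, which respond to the mechanosensitive coactivator YAP, rose as a group (NES 2.35, adjusted p = 0.00334; adjusted p = 0.657 with an estimated correlation). Of the 22 measured genes, 18 had a higher mean, with a median log2 difference of 0.21 (0.25 in array set 1 and 0.17 in set 2). ANKRD1 passed adjusted over the list alone (log2 difference 0.85, SE 0.19, adjusted p = 0.0340), NT5E stood at 0.36 and PTPN14 at 0.24, but the widely used targets CCN1 (0.04) and CCN2 (-0.02) had differences within their errors. Genes of the unfolded protein response and ER chaperones also rose as a group (NES 2.28, adjusted p = 0.00334; adjusted p = 0.862 with an estimated correlation), with 19 of 30 members higher. The ER stress kinase gene EIF2AK3 stood at 0.32 and HERPUD1 at 0.26, and no member passed. Without siCTRL replicate 2, this NES was 1.61 (adjusted p = 0.0544). The median of the list, 0.09, lay at percentile 95.8 of random lists matched on mean level, whose own median was 0.03.

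DNA replication and G1/S genes rose as a group (NES 1.84, adjusted p = 0.0113; adjusted p = 0.862 with an estimated correlation), with 34 of 47 members higher, among them GINS3 (0.24) and MCM10 (0.26), neither of which passed. This call ended within array set 2 (NES 1.23), with quantile normalization (NES 0.77), with cyclic loess, with or without the array set (NES 0.74), among genes above the median level (NES 1.18), and without siCTRL replicate 2 (NES 1.44) or siBNC2 replicate 2 (NES 1.44). The median of the list, 0.05, lay at percentile 36.6 of random lists matched on mean level, whose own median was 0.06, so genes of this brightness were higher to a like extent. Mitotic genes did not pass (NES 1.11, adjusted p = 0.327), with ANLN at -0.54 and BUB3 at 0.30.

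Cholesterol synthesis and uptake genes fell as a group (NES -1.98, adjusted p = 0.00621; adjusted p = 0.862 with an estimated correlation), with 18 of 20 members lower. INSIG1, an ER regulator of sterol synthesis that is itself induced when sterols are low, fell by 0.52 (SE 0.11, adjusted p = 0.0324 over the list alone), and the sterol reductase gene TM7SF2 fell by 0.33 (SE 0.08, adjusted p = 0.0420). MSMO1 stood at -0.37. The cholesterol call ended without siBNC2 replicate 1 (NES -1.65) or 3 (NES -1.64), when genes were ranked by the moderated t (NES -1.55), and in camera with a preset correlation (adjusted p = 0.0523). Within array set 1 the NES was -2.21 and the median log2 difference -0.23, and within set 2, where the list did not pass, they were -1.10 and -0.05.

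Contractile and actin cytoskeleton genes fell as a group (NES -1.79, adjusted p = 0.0113; adjusted p = 0.862 with an estimated correlation), with 26 of 35 members lower. Within array sets 1 and 2 the NES was -1.34 and -1.51, neither of which passed. LMOD1, whose means lay below the median level of all genes, stood at -0.26 and TPM2 at -0.32. The MF marker genes ACTA2 and TAGLN stood at -0.15 (SE 0.12) and -0.12 (SE 0.10). This call ended without siCTRL replicate 4 (NES -1.18), siBNC2 replicate 1 (NES -1.33) or siBNC2 replicate 3 (NES -1.54), in the ranking by moderated t (NES -1.35), and in camera with a preset correlation (adjusted p = 0.205). Interferon-stimulated genes (NES -1.73, adjusted p = 0.0157; adjusted p = 0.862 with an estimated correlation) and replication-dependent histone genes (NES -1.84, adjusted p = 0.0157; adjusted p = 0.862 with an estimated correlation) fell as well, with 30 of 44 and 15 of 18 members lower. Within array sets 1 and 2 the NES was -2.11 and -0.85 for interferon genes (median log2 difference -0.11 and -0.03) and -1.22 and -2.00 for histone genes (-0.02 and -0.19). Interferon genes passed in set 1 alone and histone genes in set 2 alone, and the difference between the sets was not tested. Examples were SAMD9L (-0.54) and PSMB9 (-0.35), and H2BC13 (-0.35) and H1-1 (-0.68), none of which passed with the siRNA group as the only term. With the array set in the model, chosen after seeing the data, 1 histone gene passed adjusted over the list alone. The interferon call ended without siCTRL replicate 2 (NES -1.12) or siBNC2 replicate 4 (NES -1.20), in the ranking by moderated t (NES -1.39) and in camera with a preset correlation (adjusted p = 0.205). The histone call ended without siCTRL replicate 4 (NES -0.84), with array weights (NES -1.40), in the ranking by moderated t (NES -1.40) and in camera with a preset correlation (adjusted p = 0.157). Among random lists matched on mean level, the medians of the cholesterol, contractile, interferon and histone lists lay at percentiles 0, 0.03, 0.27 and 0.36. Lists that did not pass GSEA also lay low, such as respiratory chain subunits (0.02), genes followed by RT-qPCR (0.04), ECM regulators (0.07) and ECM glycoproteins (0.09). Hypoxia and glycolysis genes lay at 0.54 although their NES was 1.39. These percentiles therefore do not set the called lists apart.

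**Figure D3:**
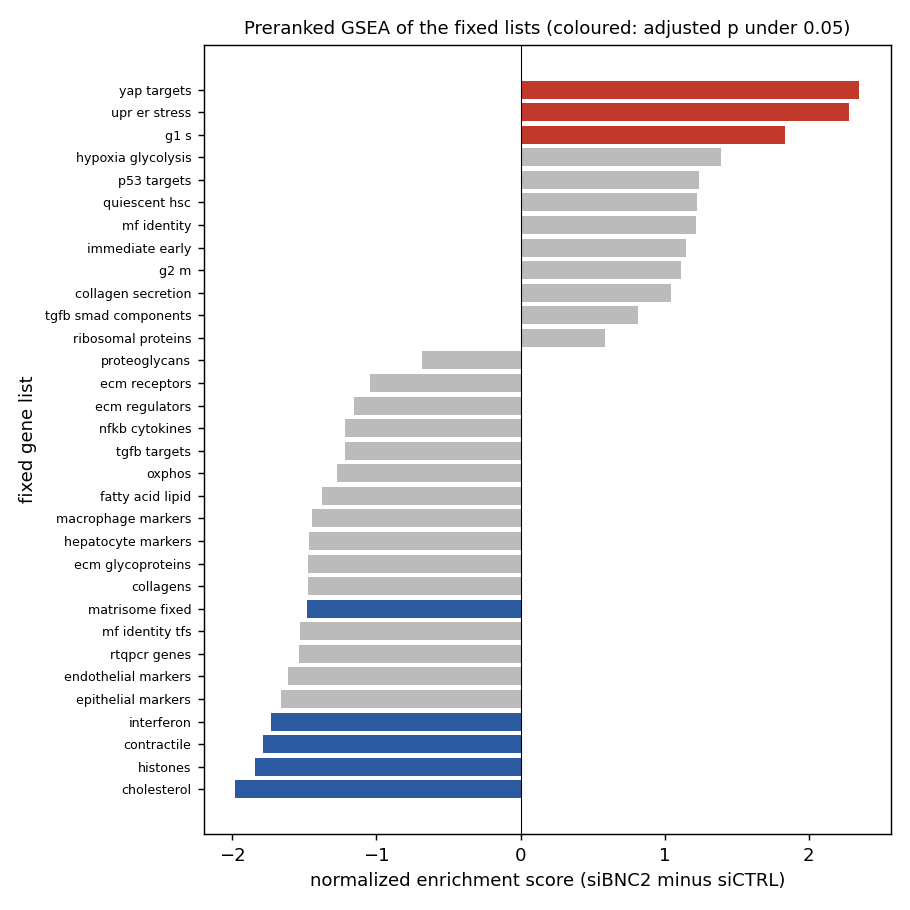
Normalized enrichment scores (horizontal axis) of the 32 fixed gene lists (vertical axis), ordered by score, for siBNC2 minus siCTRL; red and blue bars passed an adjusted p of 0.05 and grey bars did not. In this test 3 lists rose and 5 fell, with YAP targets at 2.35 and cholesterol genes at -1.98 at the 2 ends.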

Values the study reported

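The study tested a matrisome set of 1028 genes by GSEA in LX2 cells after BNC2 silencing, with 4 biologically independent experiments. It reported a significant lean of this set towards lower genes. It also called changed genes at stated false discovery rates. Here, no gene passed the adjusted threshold with the siRNA group as the only term, and the reason for this difference was not tested. In LX2 cells, the study also found lower matrisome genes by RT-qPCR, among them COL1A1 and LOXL1, and less type I collagen protein. The study also used 71 ECM genes linked to fibrotic liver, with similar conclusions. It mapped 1479 binding sites of BNC2 and listed 25 transcription factors among genes of MF identity.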

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

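The values in this part were found by a comparison of each array with the others of its group, and no explanation was tested for them. In 6 of the 118 groups of 4 values examined, 1 array lay far from the other 3, and chance gives about 1 in 20. All 6 were siBNC2 arrays. In replicate 2, the log2 value of TPM2 was 12.25 (next value 11.79), that of ANLN was 15.46 (next 15.02) and that of CCL2 was 7.01 (next 6.43). In replicate 4, SLC38A2 stood at 16.43 (next 16.27) and LMOD1 at 5.04 (next 5.19). In replicate 1, GINS3 stood at 7.19 (next 7.20), a gap that is small in size because the other 3 values were close together. Among the 46742 rows of the array table with no single gene name, limma gave 0 rows at an adjusted p under 0.05, 1 under 0.1 and 3223 at an unadjusted p under 0.05.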

How the results depend on the processing

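Results from the array sets, cyclic loess and protein-coding genes only came from alternatives chosen after seeing the data. BNC2 kept its lower value in each alternative run (log2 difference from -0.85 to -0.55, adjusted p from 0.0789 to 1.00), and no alternative brought it past the threshold. With the replicate number as a block, limma gave 0 genes at an adjusted p under 0.05 and 1657 at an unadjusted p under 0.05. The numbers did not pair the arrays: the correlations of deviations of same-numbered arrays were 0.71, -0.69, -0.69 and 0.72, and 1 of the 4 siBNC2 arrays lay closest to the siCTRL array of its own number. The study states that the compared groups were handled together in each round of replicates. The labels do not name the rounds, so the splits take no account of them. The replicate block left the list scores as they were, since the difference of means is the same by construction, and so did the array set term and eBayes with trend and robust. Dim genes near background limit what small list shifts can show.

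The count of genes passing 0.05 was 6 at a threshold of 0.1, 44 with array weights (31 higher and 13 lower), 11 with the array set in the model, 6 among protein-coding genes only, 0 with cyclic loess and 8 with cyclic loess and the array set in the model; without 1 array it was 0 to 1, the latter without siCTRL replicate 3. The count of lists that passed was 14 with quantile normalization (2 up and 12 down, against 3 up and 5 down), 15 with cyclic loess, with or without the array set, 14 among protein-coding genes, 3 within array set 2, 0 with camera at an estimated correlation, with or without the array set, 0 with fry and 1 with fry and the array set (epithelial markers, adjusted p = 0.00496); without 1 array it was 7 (without siBNC2 replicate 1 or 3) to 18 (without siBNC2 replicate 4).

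The matrisome list lost its call with centring on the median (NES -1.23) and in camera with an estimated correlation (adjusted p = 0.862, and 0.745 with the array set). In fry, which tests for a shift of the list up or down and not against other genes, it did not pass (adjusted p = 0.573, and 0.132 with the array set). The matrisome NES was 0.83 within array set 2, where the list did not pass in either direction (GSEA adjusted p = 0.948). It ranged from -1.81 to -0.87 without 1 array. There was no call without siCTRL replicate 3 or 4 or siBNC2 replicate 1 or 3. The collagen list passed with array weights (NES -1.67), among protein-coding genes (-1.595), within array set 1 (-1.82), when ranked by moderated t (-1.95) and in camera with a preset correlation (adjusted p = 0.00517), did not pass in camera with an estimated correlation (adjusted p = 0.862) or fry (adjusted p = 0.401), and ranged from -1.66 to -1.08 without 1 array, passing without siCTRL replicate 1 or 4 or siBNC2 replicate 2 or 4. The ECM regulator list passed with quantile normalization (NES -1.55) and cyclic loess, with or without the array set (-1.54). Within array set 2 its NES was 1.02 and did not pass (GSEA adjusted p = 0.625). Without 1 array it ranged from -1.65 (without siBNC2 replicate 4, where it passed) to 0.92 (without siCTRL replicate 4). The MF identity list passed upward when ranked by moderated t (NES 1.42), and was negative with quantile normalization (-1.28), among genes above the median level (-1.26), with array weights (-1.06), within array set 1 (-1.18) and with cyclic loess, with or without the array set (-1.38, which passed downward); it ranged from -1.42 (without siBNC2 replicate 4, where it passed downward) to 1.63 (without siCTRL replicate 4, where it passed upward), and passed upward without siBNC2 replicate 1 (1.596).

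Of the named genes, COL1A2 (-0.28 over all arrays), ITGA1, CCN1, CCN2, LOX and COL5A2 changed sign in some alternatives. ITGA1 stood at -0.0249 with quantile normalization, -0.0590 with array weights, -0.16 within array set 1 and -0.0268 with cyclic loess, with or without the array set (-0.0548 to 0.122 without 1 array). CCN2 stood at 0.0128 with centring on the median and 0.0426 within array set 1 (-0.19 to 0.11 without 1 array), and LOX at 0.0216 with centring and 0.0967 within array set 2 (-0.118 to 0.0590 without 1 array). Within array set 2, COL1A2 stood at 0.0135 (-0.57 in set 1) and COL5A2 at 0.0573 (COL5A2 -0.136 to 0.00267 without 1 array), and CCN1 ranged from -0.0469 to 0.144 without 1 array. The cause was not tested for any of these.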

Other observations

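Several other gene groups were measured. Of NF-κB targets and cytokines, 20 of 32 had a lower mean in siBNC2 cells (NES -1.22, adjusted p = 0.261), with the chemokine gene CCL2 at -0.60 and NFKB1, a subunit of NF-κB, at 0.39; both missed the threshold adjusted over the list alone (adjusted p = 0.0587). Among p53 targets, 15 of 23 were higher (NES 1.24, adjusted p = 0.261), and TIGAR (0.32, adjusted p = 0.0172) and SUSD6 (0.25, adjusted p = 0.0297) passed adjusted over the list alone. TGFβ targets (NES -1.22, adjusted p = 0.261) and TGFβ and SMAD components (NES 0.82, adjusted p = 0.808) did not pass. Nor did quiescent stellate cell markers (NES 1.23, adjusted p = 0.261), fatty acid and lipid droplet genes (NES -1.38, adjusted p = 0.132), genes for collagen secretion (NES 1.04, adjusted p = 0.439), hypoxia and glycolysis genes (NES 1.39, adjusted p = 0.132), respiratory chain subunits (NES -1.27, adjusted p = 0.207), ribosomal proteins (NES 0.59, adjusted p = 0.979) and immediate early genes (NES 1.15, adjusted p = 0.318).

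The tests of the array sets, the count of splits for genes and the balanced splits for lists were chosen after the result was seen; the level-matched lists and the other splits for lists were chosen before those tests were run, but after the GSEA scores were seen. Of the 35 splits of the arrays, 35 gave at least the 0 genes of the real one, as any split must, so this count says nothing about chance. The split along the array sets gave 1992 genes. The sets were read from these same values, so this count is no separate evidence of a structure of the samples. With the array set in the model, the real split gave 11 genes and the highest of the other balanced splits 0; 1 of 18 splits gave as many, and 18 splits are too few for a share under 0.05. For the number of lists that passed, 28 of 35 splits gave at least the 8 of the real one, and the highest other gave 19; of the 18 balanced splits 11 did (highest other 15). Chance is not excluded for that number.

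The 2 array sets differed most in small RNAs. SNORA65 had a mean log2 value of 13.34 in the 4 arrays of set 1 and of 7.16 in the 4 of set 2, and VTRNA1-1 of 15.24 and 10.39, while SNORA38B went the other way (6.27 and 11.08). The median difference of 239 small nucleolar RNA genes, set 2 minus set 1, was -0.608 against 0.05 for protein-coding genes, so a difference in small RNA recovery during RNA preparation is a candidate explanation, but not a uniform loss, and 38 protein-coding genes also differed by over 1 on the log2 scale. BNC2 lay at or above the lowest siCTRL value of the set in 0 siBNC2 arrays. This follows from the non-overlap of BNC2 values given above, so it is no separate test of exchanged siRNA labels. BNC2 values also cannot show an exchange of replicate numbers within a group. No biological explanation was tested.

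The lower matrisome values had different tests in dim and bright members. The median of the 103 members below the median level lay at percentile 8.54 of random lists matched on level, which leaves the shift of dim genes as a candidate explanation for these. That of the 118 members above it, -0.03, lay at percentile 0, below each of the 10000 random lists, whose own median was 0.03. Genes of this level were thus mostly higher, which argues against the level shift there. The random lists draw genes independently, so this percentile does not measure chance for genes that vary together. However, 19 of 35 splits gave an NES as large in size as 1.48 (highest other 2.19, and 1.99 along the array sets), and 5 of the 18 balanced splits did (highest other 1.82), so chance is not excluded for the list. A response to siBNC2 stays open.

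For YAP targets, the median of 0.21 lay at percentile 100 of level-matched lists, whose own median was 0.04. This difference argues against a shift of bright genes as the cause. The percentile does not measure chance, since the genes of the random lists were drawn independently. Of all 35 splits, 1, the real one, gave an NES as large (2.35, highest other 2.18), but these splits take no account of the array sets. Of the 18 balanced splits it was also 1 (highest other 2.16), and 18 are too few for a share under 0.05. The list had the highest score of the 32, and its adjusted p was 0.657 in camera with an estimated correlation, so chance stays open beside a response to the siRNA treatment. In fry, which tests for a shift of the list up or down and not against other genes, the adjusted p was 0.398. With a single siRNA against BNC2, effects of that siRNA on other transcripts were not separated from those of lower BNC2.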
